# Zfhx4 regulates endochondral ossification as the transcriptional platform of Osterix in mice

**DOI:** 10.1038/s42003-021-02793-9

**Published:** 2021-11-03

**Authors:** Eriko Nakamura, Kenji Hata, Yoshifumi Takahata, Hiroshi Kurosaka, Makoto Abe, Takaya Abe, Miho Kihara, Toshihisa Komori, Sachi Kobayashi, Tomohiko Murakami, Toshihiro Inubushi, Takashi Yamashiro, Shiori Yamamoto, Haruhiko Akiyama, Makoto Kawaguchi, Nobuo Sakata, Riko Nishimura

**Keywords:** Cartilage development, Differentiation

## Abstract

Endochondral ossification is regulated by transcription factors that include SRY-box transcription factor 9, runt-related protein 2 (Runx2), and Osterix. However, the sequential and harmonious regulation of the multiple steps of endochondral ossification is unclear. This study identified zinc finger homeodomain 4 (Zfhx4) as a crucial transcriptional partner of Osterix. We found that *Zfhx4* was highly expressed in cartilage and that *Zfhx4* deficient mice had reduced expression of matrix metallopeptidase 13 and inhibited calcification of cartilage matrices. These phenotypes were very similar to impaired chondrogenesis in *Osterix* deficient mice. Coimmunoprecipitation and immunofluorescence indicated a physical interaction between Zfhx4 and Osterix. Notably, *Zfhx4* and *Osterix* double mutant mice showed more severe phenotype than *Zfhx4* deficient mice. Additionally, Zfhx4 interacted with Runx2 that functions upstream of Osterix. Our findings suggest that Zfhx4 coordinates the transcriptional network of Osterix and, consequently, endochondral ossification.

## Abstract (web summary)

Nakamura et al. used expression studies to identify an enrichment of Zfhx4 in cartilage and revealed through global gene knock-down that it is required for proper endochondral ossification in mice. They further demonstrated a physical and genetic interaction between Zfhx4 and Osterix, which is of interest to the field of transcriptional regulation of mammalian endochondral ossification.

## Introduction

Vertebrate skeletal elements are formed through two distinct processes: intramembranous and endochondral ossifications^1,2^. Intramembranous ossification is the process by which mesenchymal cells differentiate into osteoblasts and is consequently responsible for the formation of the clavicle and most of the craniofacial skeleton^3^. Conversely, endochondral ossification involves numerous steps of chondrocyte differentiation followed by replacement of cartilage tissue with bone tissue, which gives rise to most bones that include vertebrae, ribs, and long bones^1,4^. The first step of endochondral ossification is mesenchymal condensation after which cells differentiate into resting and proliferating chondrocytes that produce components of the chondrogenic extracellular matrix including collagen type 2 alpha 1 chain (*Col2a1*), collagen type 11 alpha 2 chain (*Col11a2*), and aggrecan (*Acan*)^5,6^. The chondrocytes then differentiate into hypertrophic chondrocytes that produce collagen type 10 alpha 1 chain (*Col10a1*), Indian hedgehog protein (*Ihh*), and matrix metalloproteinase 13 (*Mmp13*)^7–10^. Subsequently, hypertrophic chondrocytes undergo apoptosis, cartilage matrices are calcified, vascular vessels invade the cartilage tissue and, finally, cartilage tissues are replaced by bone tissue^11^. These unique and complex steps are regulated by various critical transcription factors and coactivators^10^.

The transcription factor SRY-box transcription factor 9 (Sox9), is essential for the early stage of chondrogenesis, in which mesenchymal condensation and chondrocyte differentiation occur^12^. Mutations in the *SOX9* gene in humans cause campomelic dysplasia (OMIM 114290) characterized by severe chondrodysplasia^13,14^. Similarly, mutations around the *SOX9* gene cause Pierre Robin sequence (OMIM 261800) that involves a cleft palate^15^. The expression of transcriptional factors Sox5 and Sox6, both of which are crucial for early chondrogenesis, is induced by Sox9^16–18^. A critical role of Sox9 in chondrogenesis has also been demonstrated by a study in which chondrogenesis was severely impaired in chondrocyte-specific *Sox9* conditional knockout (KO) mice^19^. Moreover, Sox9 directly regulates the expression of early-stage chondrogenic genes that include *Col2a1*, *Col11a2*, and *Acan*^6,16,20^.

Conversely, runt-related protein (Runx) 2, Runx3, and Osterix are crucial for the late stages of chondrogenesis. Chondrocyte hypertrophy is severely impaired in *Runx2* KO mice, whereas *Runx2* and *Runx3* double KO mice exhibit a complete lack of hypertrophic chondrocytes^21^. Furthermore, Runx2 plays a critical role in the regulation of *Col10a1*, *Ihh*, and vascular endothelial growth factor (*Vegf*)^21–23^. Osterix (also known as Sp7) functions as a downstream transcriptional partner of Runx2 during bone and cartilage development^10^. Chondrocyte-specific *Osterix* conditional KO mice show a lack of calcification in cartilage matrices and matrix vesicles as well as loss of *Mmp13* expression^10^. Thus, the Sox9-Runx2-Osterix axis is responsible for spatiotemporal mediation of endochondral ossification.

Transcriptional partners of Sox9 and Runx2 have been identified, which interact with the proteins during endochondral ossification. Peroxisome proliferator-activated receptor co-activator 1α forms a complex with Sox9^24^ similarly to p300/CREB-binding protein^25^, protein 54 kDa nuclear RNA-binding protein (p54^nrb^)^26^, AT-rich interactive domain (Arid) 5a^27^, Arid5b^28^, zinc finger protein 219^29^, and WW domain-containing E3 ubiquitin protein ligase 2 (Wwp2)^30,31^. Core-binding factor beta (Cbfβ) forms a heterodimer with Runx2^21,32,33^, which also interacts with CCAAT/enhancer binding protein β^34^.

Considering the sequential and harmonious regulation of endochondral ossification achieved through this transcriptional network, it is possible that transcription factors that have not been identified may be involved in the multiple steps of cartilage development.

The present study aimed to identify novel transcription factors involved in the regulation of endochondral ossification and to elucidate the functional roles of these factors. We isolated zinc finger homeobox 4 (Zfhx4) from mouse limb buds and identified it as a highly expressed transcription factor in chondrogenic tissues. We demonstrated that Zfhx4 is required for endochondral ossification in conjunction with Osterix. We also found that Zfhx4 physically interacts with Runx2. Because Zfhx4 is a large transcription factor with four homeodomains and 22 zinc finger domains, Zfhx4 might function in the transcriptional platform and interact with several transcription factors and transcriptional regulators. Our findings provide insights into the role of Zfhx4 in the regulation of endochondral ossification.

## Results

### Identification of Zfhx4 as a transcription factor highly expressed in chondrocytes

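Gene expression was measured in limb bud cells, a primary culture of mesenchymal cells from the limbs of E12.5 ICR mouse embryos that can form cartilage. There were 2 arrays, with 1 culture on each. One culture had received a control adenovirus carrying the fluorescent protein Venus, and the other an adenovirus carrying Bmp2, a growth factor that induces cartilage and bone. Genes known to respond to BMP signalling were higher in the Bmp2 culture: of 18 such genes 11 were at least 2-fold higher and 0 were at least 2-fold lower, among them the BMP antagonists Nog, with a log2 ratio of Bmp2 over control of 2.49, and Grem1, with 2.36. The probe set of Bmp2 itself gave a log2 signal of 7.46 on both arrays. Whether it binds the part of Bmp2 that the virus carries is not known, so it does not check the labels.

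The authors' deposited table gives 1 log2 signal for each of 35556 probe sets per array, and it was used as deposited. Raising 2 to the power of the control array's values gave numbers that match those printed in Fig. 1a at 2 significant digits for 22 of the 22 genes that could be named, against 5 on the Bmp2 array, so the values are on a log2 scale without centring and Fig. 1a lists the control culture. The median log2 signal was 6.89 on the control array and 6.86 on the Bmp2 array. How the arrays were scaled to each other is not given in the sources used here. The methods describe RNA from limb buds on the Mouse Gene ST array, quantified with Expression Console after 16 h of hybridization. The submitters' labels describe cultured, infected cells and an older Affymetrix mouse genome array, and their processing notes name MAS5. The probe set identifiers are those of the Mouse Gene ST array. Genes were read at 1 probe set each, the one with the highest mean of both arrays. A gene was called above background where its signal was over the 95th percentile of 62 probe sets of 61 genes of adult retina, testis, pancreas, liver and other tissues that limb bud cells are not known to use. This level was a log2 signal of 6.91 on the control array and 6.89 on the Bmp2 array, and 11727 of 19938 genes (58.8%) were above it on the control array. With 1 array per condition there is no replicate error and no test, and a difference between the arrays describes these cultures. The only repeated measure is a pair of probe sets of one gene, whose log2 ratios differed with an SD of 0.15 over 639 genes. Probe sets bind with different strength, so a percentile places a signal on its array and does not rank transcript amounts between genes.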

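On the control array, regulators of chondrocyte and osteoblast differentiation ranged from among the brightest probe sets to below background. Of 13 such genes, 11 were above background, 7 were over the 75th percentile of all probe sets and 4 were over the 90th percentile. The 4 were p54nrb (Nono), an RNA- and DNA-binding protein, with a log2 signal of 11.74, Arid5b, an AT-rich interaction domain protein, with 11.35, Bbf2h7 (Creb3l2), a transcription factor of the endoplasmic reticulum membrane, with 10.82, and Cbfβ (Cbfb), the partner of the Runx proteins, with 10.64. The basic leucine zipper factor ATF4 had a log2 signal of 9.65, at the 82.5th percentile. Sox9, the master regulator of chondrogenesis, had 9.39, at the 79.8th percentile, and the ubiquitin ligase Wwp2 had 8.98, at the 75.4th percentile. Dlx5, a homeobox factor, had 7.95, and Sox6, which acts with Sox9 on cartilage matrix genes, had 7.85. Msx2, a homeobox factor, had 7.19, and Sox5, the close relative of Sox6, had 7.02. These last values lie above the background level and under 7.43, the highest probe set of the background genes.

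Dlx6 had a log2 signal of 6.86, at the 49.7th percentile, and Osterix (Sp7), the zinc finger factor needed for bone formation, had 6.05, at the 36.6th percentile. Both are under the background level of the control array. With that level at the 75th percentile of the background genes instead, a log2 signal of 6.43, Dlx6 was above it and Osterix was not. On the Bmp2 array 13 of the 13 genes were above background. Osterix had a log2 signal of 10.10 there, 9.11-fold over the control array's background level and so at least 9.11-fold over its own control signal. Msx2 had 10.01 and Sox9 had 10.43 on the Bmp2 array. Dlx6 had 7.09 on that array. Runx2 was not analysed here. Nono, Sox5 and Sox6 had identical values on both arrays, as did 38.1% of all probe sets, and a ratio of 0 is not read here as a measured absence of change.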

Microarray analysis revealed high expression levels of *p54*^*nrb*^, *Arid5b*, *Bbf2h7*, *Cbfβ*, *ATF4*, *Sox9*, *Sox5*, *Sox6*, *Wwp2*, *Runx2*, *Dlx5*, *Dlx6*, *Msx2*, and *Osterix* in mouse limb bud cells, all of which play important roles in endochondral ossification (Fig. 1a). Furthermore, *Zfhx4* was highly expressed in limb bud cells (Fig. 1a). 

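Zfhx4 was among the brighter probe sets of the control array. Its probe set, 10490777, had a log2 signal of 10.77, or 1751 on a linear scale, which lies at the 91.6th percentile of the 35556 probe sets of the array and 3.86 log2 units over the background level. Among 969 genes of transcription factor families, taken by their symbols, 717 were above background and the median log2 signal was 7.92. Zfhx4 stood in place 43 of these by signal. On the Bmp2 array its log2 signal was 10.26, at the 88.0th percentile and in place 67, so that it was lower by 0.51 on the log2 scale than on the control array. Its relative Zfhx3 had log2 signals of 10.59 and 9.88 on the control and Bmp2 arrays, and Zfhx2, another member of the family, had 7.61 and 7.59. Zfhx4 has 1 probe set on the array, so its ratio has no second probe set to compare it with. From its signal on the array the paper states that Zfhx4 is highly expressed in limb bud cells.

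**Figure D1:**
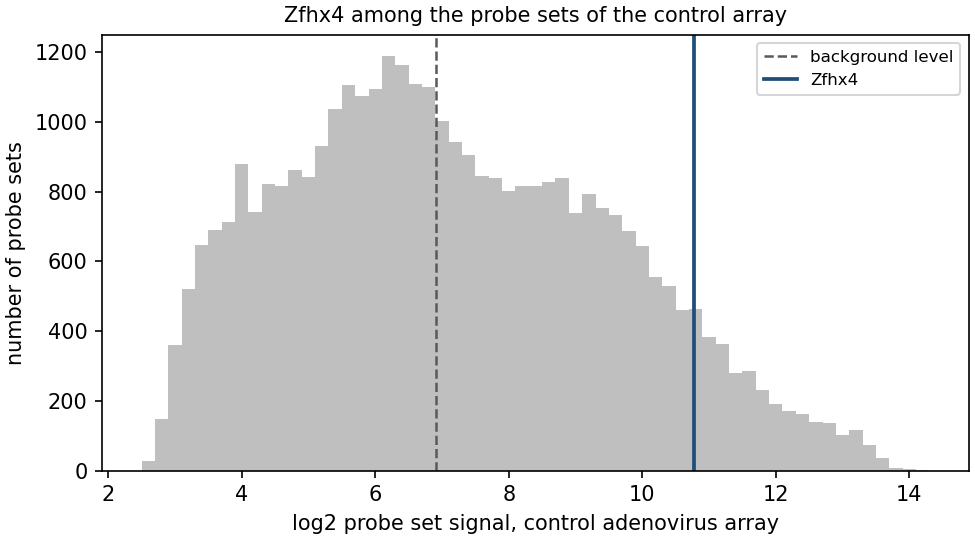
Number of probe sets of the control array (y axis) by log2 signal (x axis, bins of 0.2), 1 culture. The dashed line is the background level at 6.91 and the solid line is Zfhx4 at 10.77, to the right of most probe sets.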

We focused on Zfhx4 for further analyses because of its putative role in 8q21.11 microdeletion syndrome (OMIM 614230) characterized by skeletal abnormalities^35^. Figure 1b shows the results of reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR) analyses of newborn mouse tissues, which showed that *Zfhx4* was highly expressed in several skeletal tissues that included ribs, limbs, and the calvaria. Consistent with the RT-qPCR data, expression of *Zfhx4* was detected in limb bud cells by whole mount in situ and in situ hybridization analyses (Supplementary Fig. 1a, b). Additionally, in situ hybridization showed high expression of *Zfhx4* in the growth plate of embryonic day (E) 16.5 mouse femurs (Fig. 1c).

**Fig. 1:**
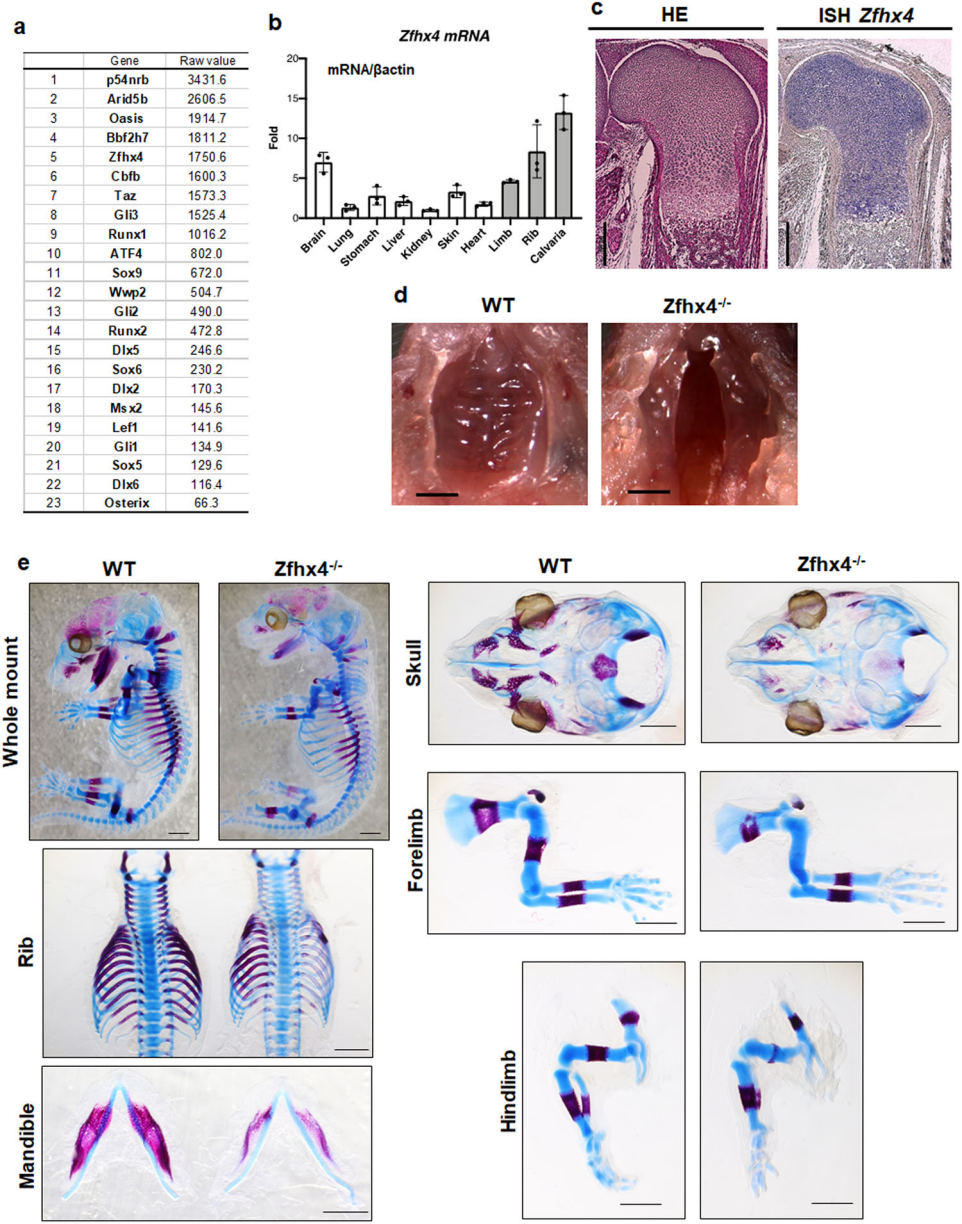
Identification of Zfhx4 as an important transcription factor for skeletal development. **a** List of highly expressed transcription factors in limb buds determined by microarray analysis. **b** Expression of *Zfhx4* in tissues of newborn mice. Total RNA was isolated from the indicated tissues and analyzed by RT-qPCR. Data are shown as the mean ± s.d. (*n* = 3). **c** Expression of *Zfhx4* in the growth plate of mice. Hematoxylin and eosin staining (HE) and in situ hybridization (*ISH*) were carried out on growth plate chondrocytes of femurs from E16.5 mice. Scale bar = 500 μm. **d** Macroscopic views of the palate of P0 wild-type (WT) and *Zfhx4*^*−/−*^ littermates. Cleft palates were observed in *Zfhx4*^*−/−*^ mice. Scale bar = 1 mm. **e** Skeletal preparations of whole embryos, ribs, mandibles, skulls, forelimbs, and hindlimbs of E15.5 WT and *Zfhx4*^*−/−*^ littermates stained with Alcian blue and alizarin red. Scale bar = 1 mm.

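The list of Fig. 1a holds regulators of cartilage and bone beside Hedgehog and Wnt effectors. Of its 23 genes 22 could be named on the array, and on the control array 20 of these were above background (21 at the lower level given for Dlx6), 12 were over the 75th percentile of all probe sets and 8 were over the 90th percentile. The median of their percentiles was 77.6. Apart from the genes already given, Oasis (Creb3l1), a transcription factor of the endoplasmic reticulum membrane, had a log2 signal of 10.90, and Taz (Wwtr1), a coactivator of the Hippo pathway, had 10.62. The Gli factors, which carry out Hedgehog signalling, had 10.58 for Gli3, 8.94 for Gli2 and 7.08 for Gli1. Runx1, a relative of Runx2, had 9.99. The homeobox factor Dlx2 had 7.41, and Lef1, a Wnt effector, had 7.15. Of the 20 genes above background, 5 (Dlx2, Msx2, Lef1, Gli1 and Sox5) were no higher than the brightest probe set of the background genes.

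With Bmp2, 22 of the 22 genes were above background. At least 2-fold higher than on the control array were 4 of them: Dlx2, with a log2 ratio of 2.60, Msx2, with 2.82, Sox9, with 1.04, and Osterix, given above as a bound. At least 2-fold lower were 0. Runx1 had a log2 ratio of 0.60, Dlx5 of 0.79, Lef1 of 0.70 and Gli2 of -0.58. Values were identical on both arrays for 5 of the 22 genes, namely p54nrb, Gli3, Sox6, Gli1 and Sox5.

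**Figure D2:**
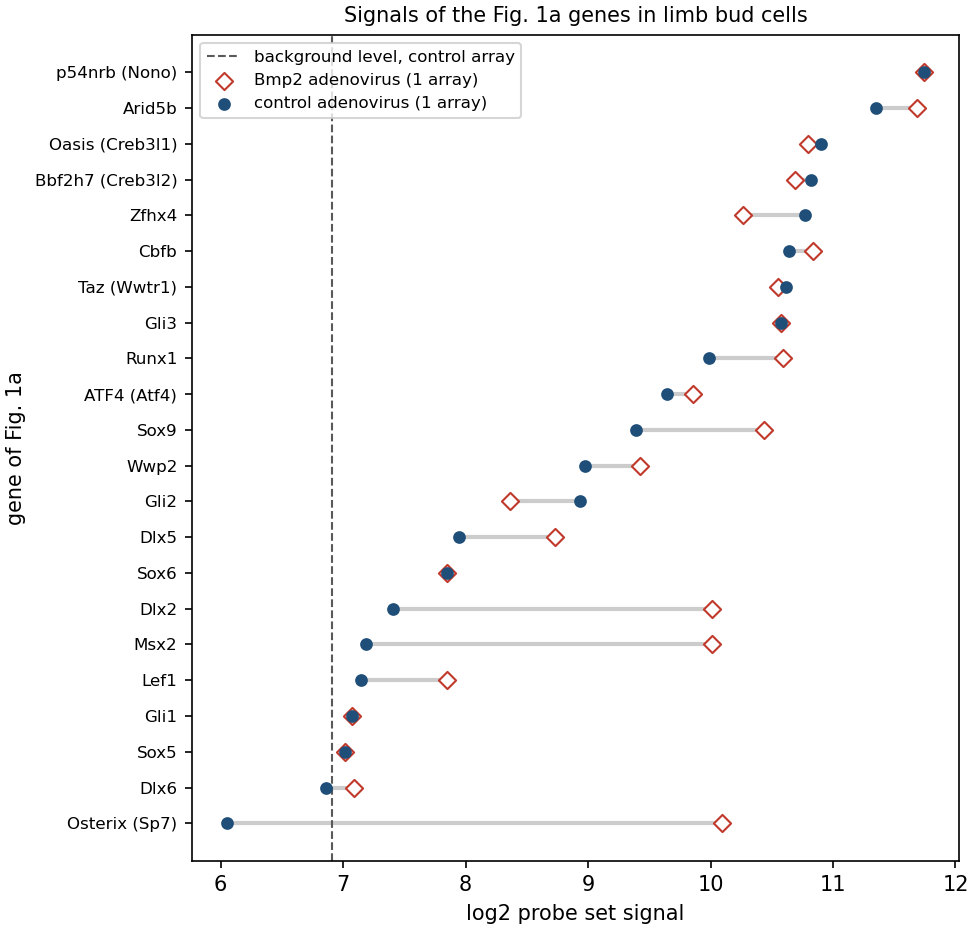
log2 probe set signal (x axis) of the 22 Fig. 1a genes (y axis, the figure's name with the gene symbol in brackets where it differs) on the control array (filled circles) and the Bmp2 array (open diamonds), 1 culture each. The grey bar joins both values of a gene and the dashed line is the background level of the control array at 6.91, with Dlx6 and Osterix to its left on the control array.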

### Presence of skeletal abnormalities and cleft palate in Zfhx4-deficient mice

To generate *Zfhx4*-deficient mice, we first generated *Zfhx4* floxed mice (Supplementary Fig. 1c) and confirmed germline transmission by Southern blot and PCR analyses (Supplementary Fig. 1d). The generation of *Zfhx4* heterozygous-deficient mice by further crossing was confirmed by PCR.

*Zfhx4* homozygous deficient (*Zfhx4*^*−/−*^) mice died within 1 day after birth, exhibited a cleft palate (Fig. 1d), and became cyanotic with gasping respirations and air-distended stomachs (Supplementary Fig. 2). Moreover, *Zfhx4*^*−/−*^ mice exhibited skull malformations and shorter humeri and femurs than wild-type littermates and suffered loss of the condylar process and hypoplasia of the tracheal–bronchial ring at P0 (Supplementary Figs. 3a and 4). *Zfhx4*^*−/−*^ embryos showed skeletal hypoplasia of the skull, mandible, humerus, femur, and ribs at E15.5 and E16.5 (Fig. 1e and Supplementary Fig. 3b). Notably, delayed ossification of the humerus and femur of *Zfhx4*^*−/−*^ mice was observed at E15.5 and E16.5 (Fig. 1e and Supplementary Fig. 3b).

### Impaired endochondral ossification in *Zfhx4*-deficient mice

Histological analysis revealed that E15.5 *Zfhx4*^*−/−*^ mice had very few hypertrophic chondrocytes, although wild-type littermates exhibited appropriate hypertrophic chondrocyte zones (Fig. 2a). Additionally, E16.5 *Zfhx*^−*/−*^ mice showed impairment of calcification in cartilage matrices (Fig. 2b). In situ hybridization revealed normal expression of *Sox9* and *Col2a1* in E15.5 *Zfhx4*^*−/−*^ mice. However, such expression was not separated at the diaphysis (Fig. 2c). *Ihh*, *Ppr*, *Runx2*, and *Osterix* were expressed, but not separated at the diaphysis in *Zfhx4*^*−/−*^ mice compared with wild-type littermates (Fig. 2c). Most strikingly, no expression of *Col10a1* or *Mmp13* was detected in *Zfhx4*^*−/−*^ mice (Fig. 2c). Immunofluorescence staining and RT-qPCR analyses also showed very little expression of Mmp13 in *Zfhx*^−*/–*^ mice (Fig. 2d, e).

**Fig. 2:**
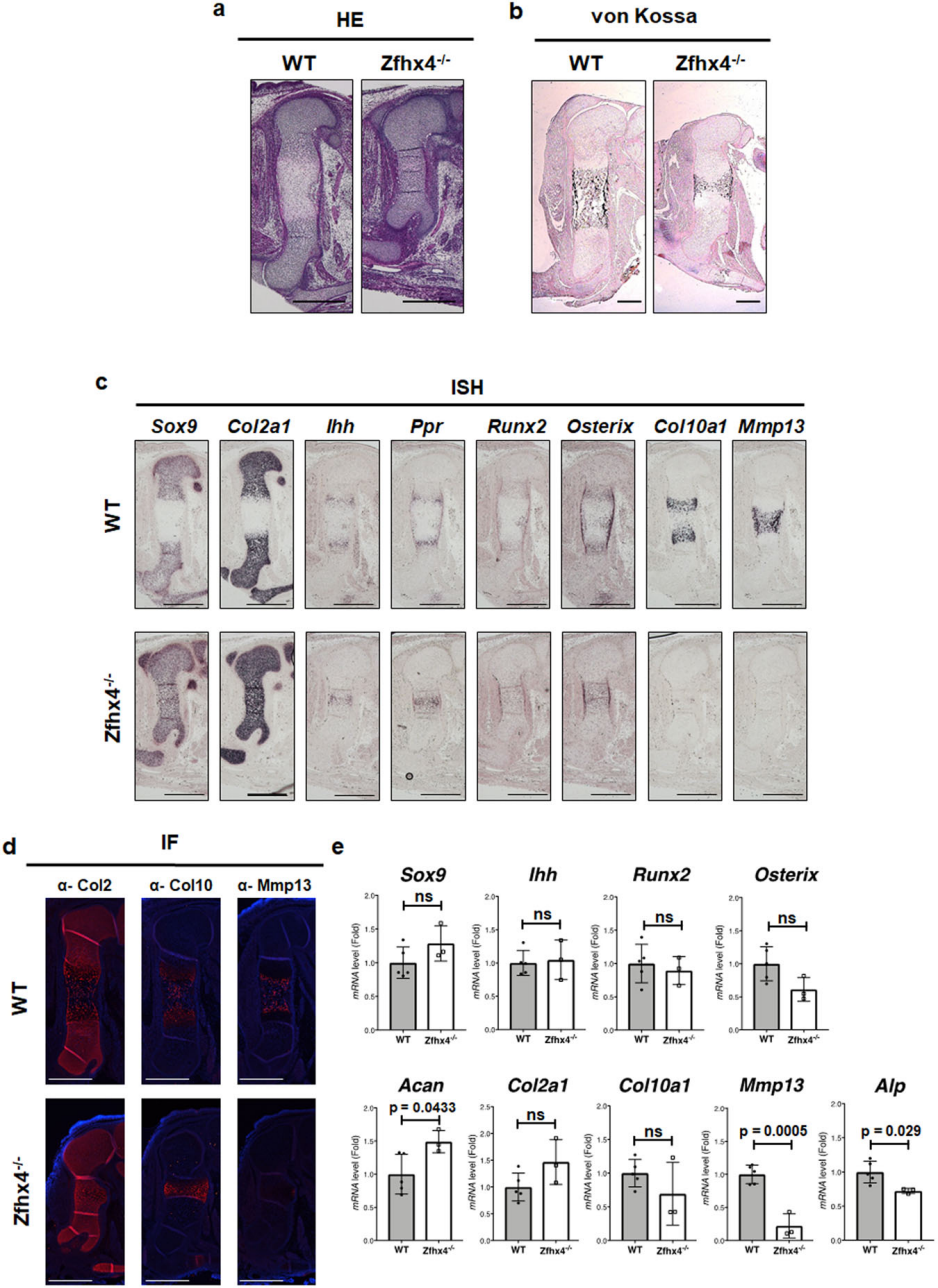
Delayed endochondral ossification and downregulation of Mmp13 expression in Zfhx4-deficient mice. **a** Hemolysin and eosin (HE)-stained femurs of E15.5 wild-type (WT) and *Zfhx4*^*−/−*^ littermates. Scale bar = 500 μm. **b** Von Kossa-stained femurs of E16.5 WT and *Zfhx4*^*−/−*^ littermates. Scale bar = 200 μm. **c** Expression of chondrogenic gene markers in *Zfhx4*^*−/−*^ mice. Paraffin-embedded sections of femurs from E15.5 WT and *Zfhx4*^*−/−*^ littermates were examined by in situ hybridization using anti-sense probes against *Sox9, Col2a1, Ihh, Ppr, Runx2, Osterix, Col10a1*, and *Mmp13*. Scale bar = 500 μm. **d** Immunofluorescence analysis of femurs from E15.5 WT and *Zfhx4*^*−/−*^ littermates using anti-Col2, anti-Col10, and anti-Mmp13 antibodies. Scale bar = 500 μm. **e** mRNA expression levels of chondrocyte marker genes. mRNA isolated from humeri of E15.5 WT and *Zfhx4*^*−/−*^ littermates was analyzed by RT-qPCR. Data are presented as the mean ± s.d. (WT: *n* = 5; KO: *n* = 3).

### Interaction of Zfhx4 with Osterix during endochondral ossification

Because the skeletal phenotype of *Zfhx4*^*−/−*^ mice resembled that of *Osterix* KO mice with reduced *Mmp13* expression and calcification of cartilage matrices^10^, we hypothesized that Zfhx4 interacted with Osterix during endochondral ossification. Coimmunoprecipitation and immunofluorescence analyses demonstrated that Zfhx4 physically associated with Osterix and that the proteins were colocalized in the nucleus (Fig. 3a, b). These results clearly demonstrated an association of Zfhx4 with Osterix. To understand the importance of this finding in terms of endochondral ossification, we generated double mutant mice of *Zfhx4* and *Osterix*. Because *Osterix* KO mice exhibit a complete lack of *Mmp13* expression and calcification of cartilage matrices^10^, we attempted to generate *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ mutant mice and compared the phenotype with *Zfhx4*^*−/−*^ mice. Double mutant *Zfhx4*^*+/−*^;*Osterix*^*+/−*^ mice appeared to be similar to wild-type mice (Fig. 3c–f, Supplementary Fig. 5a). Conversely, *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ mutant mice had less calcification of the humerus and femur at E16.5 than *Zfhx4*^*−/−*^ littermates (Fig. 3c). Histological analyses indicated that hypertrophy and calcification of the femur were more severely impaired in *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ mice at E16.5 than in *Zfhx4*^*−/−*^ littermates (Fig. 3d, e, Supplementary Fig. 6). Moreover, Mmp13 expression was diminished in *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ mice even at E16.5 when *Zfhx4*^*−/−*^ littermates exhibited marginal expression of Mmp13 (Fig. 3f). *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ mice also showed more severe impairment at E15.5 than *Zfhx4*^*−/−*^ littermates (Supplementary Fig. 5b, c).

**Fig. 3:**
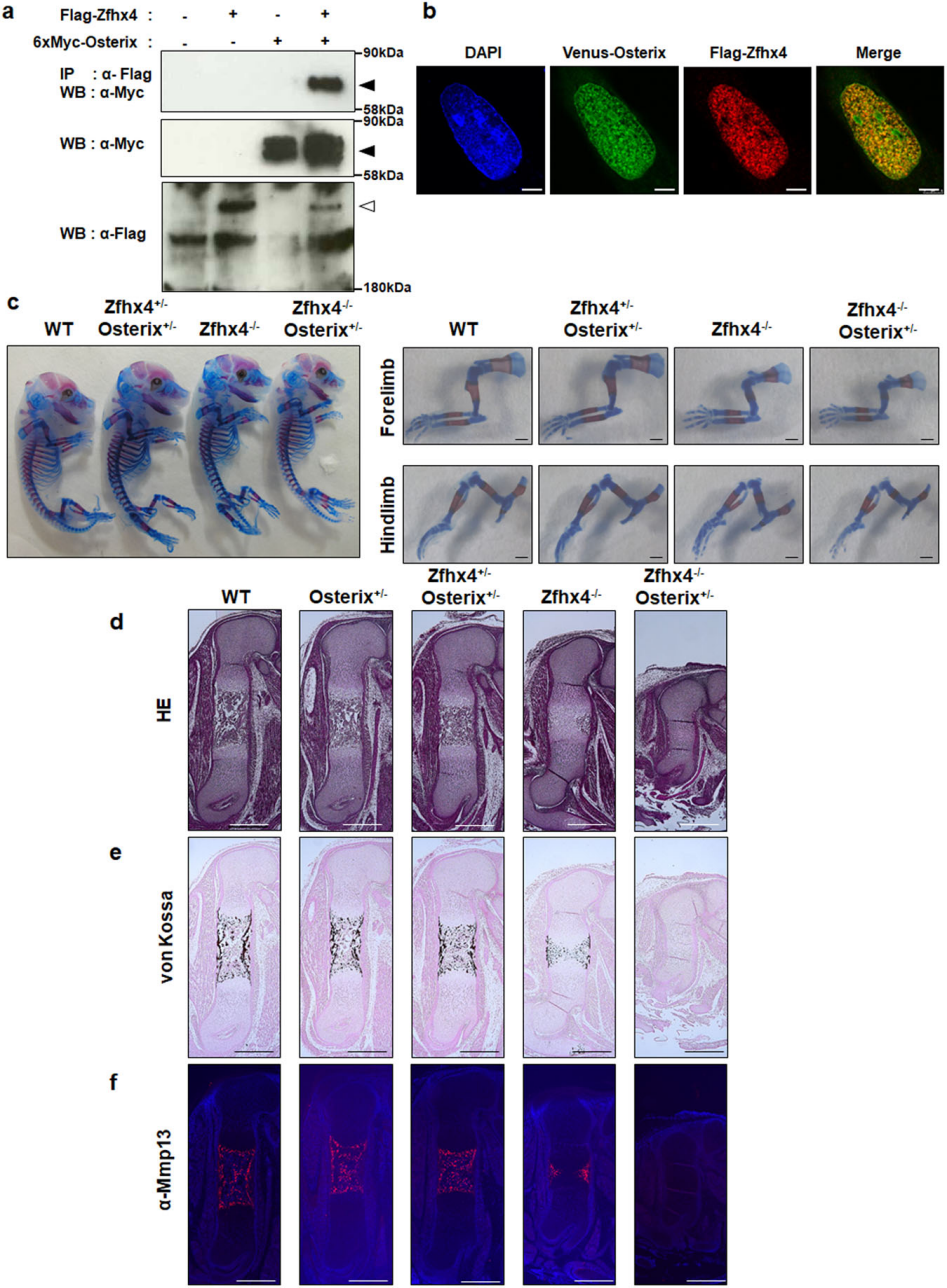
Importance of the interaction between Zfhx4 and Osterix for late-stage endochondral ossification. **a** Physical interaction of Zfhx4 with Osterix. Coimmunoprecipitation analysis of lysates of 293FT cells transfected with Flag-Zfhx4, 6xMyc-Osterix, or both is shown. Closed arrows: 6xMyc-Osterix, Open arrow: Flag-Zfhx4 (IP immunoprecipitation, WB western blotting). **b** Colocalization of Flag-Zfhx4 (red) with Venus-Osterix(green) in SW1353 cells. Scale bar = 5 μm. **c** Skeletal preparations of whole bodies, forelimbs, and hindlimbs of E16.5 wild-type (WT), *Zfhx4*^*+/−*^;*Osterix*^*+/−*^, *Zfhx4*^*−/−*^, and *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ littermates stained with Alcian blue and alizarin red. Scale bar = 1 mm. Right panels show higher magnification images of the forelimbs and hindlimbs shown in the left panel. **d**–**f** Paraffin-embedded sections of E16.5 WT, *Osterix*^*+/−*^, *Zfhx4*^*+/−*^;*Osterix*^*+/−*^, *Zfhx4*^*−/−*^, and *Zfhx4*^*−/−*^;*Osterix*^*+/−*^ littermates subjected to hematoxylin and eosin (HE) staining (**d**), von Kossa staining (**e**), and immunofluorescence staining with an anti-Mmp13 antibody (**f**). Scale bar = 500 μm.

It has been shown that *Mmp13* expression is regulated by a complex formed by Runx2 and Osterix^10^. Supplementary Figure 7a shows the results of coimmunoprecipitation of Zfhx4 and Runx2, which revealed that the two proteins interacted physically and were localized to the nucleus (Supplementary Fig. 7b). Consistent the notion that Runx2 is an upstream transcription factor of Osterix^10,36^, Osterix was not required for the interaction of Zfhx4 with Runx2 (Supplementary Fig. 7c, d). We next examined the role of Zfhx4 in regulation of the *Mmp13* gene promoter. A luciferase reporter assay indicated that Zfhx4 upregulated *Mmp13* gene promoter activity and increased transcriptional activities of Osterix and Runx2 on their promoters (Supplementary Fig. 8a). Consistently, chromatin immunoprecipitation analyses revealed binding of Zfhx4, Osterix, and Runx2 to *Mmp13* gene promoter regions (Supplementary Fig. 8b). Because Runx2 had a different binding ability to the *Mmp13* gene promoter from Zfhx4 and Osterix, Zfhx4 may sequentially interact with Runx2 and Osterix.

### Role of Zfhx4 in palate development

Because *Zfhx4*^*−/−*^ mice showed a complete cleft palate at 100% penetrance (Fig. 1d, Supplementary Fig. 9a), we examined expression of *Zfhx4* in the palatal shelf. In situ hybridization analysis clearly indicated that *Zfhx4* was expressed in the palatal shelf of E13.5 mice (Fig. 4a). Examination of palate development of wild-type and *Zfhx4*^*−/−*^ littermates at E13.5, E14.5, and E16.5 (Fig. 4b and Supplementary Fig. 9b–d) revealed that the growth and elongation of palatal shelves were normal in both *Zfhx4*^*−/−*^ and wild-type E13.5 mice. Palatal shelves were fused in E14.5 wild-type mice, whereas palatal shelves of *Zfhx4*^*−/−*^ mice were not elevated and had failed to fuse by E14.5 (Fig. 4b and Supplementary Fig. 9c). Palatal shelves of E16.5 *Zfhx4*^*−/−*^ mice were degraded (Fig. 4b and Supplementary Fig. 9d). Consistent with the results indicating that growth and elongation of palatal shelves were normal in *Zfhx4*^*−/−*^ mice, immunofluorescence with anti-Pcna and -Ki67 antibodies indicated normal cell proliferation in the palatal shelf of *Zfhx4*^*−/−*^ mice (Fig. 4c, d). Additionally, there was no detectable difference in the number of apoptotic cells in the palatal shelf between *Zfhx4*^*−/−*^ and wild-type littermate mice (Supplementary Fig. 10), which suggested that apoptosis was not involved in the etiology of cleft palate in *Zfhx4*^*−/−*^ mice. To further examine the role of Zfhx4 in palatal development, we performed organ culture experiments using maxilla of E14.2 *Zfhx4*^−/−^ mice. Unexpectedly, palatal selves of *Zfhx4*^−/−^ mice were elevated and fused as well as wild-type littermates (Supplementary Fig. 11). These results suggested that Zfhx4 was unnecessary to elevate the palatal shelf itself.

**Fig. 4:**
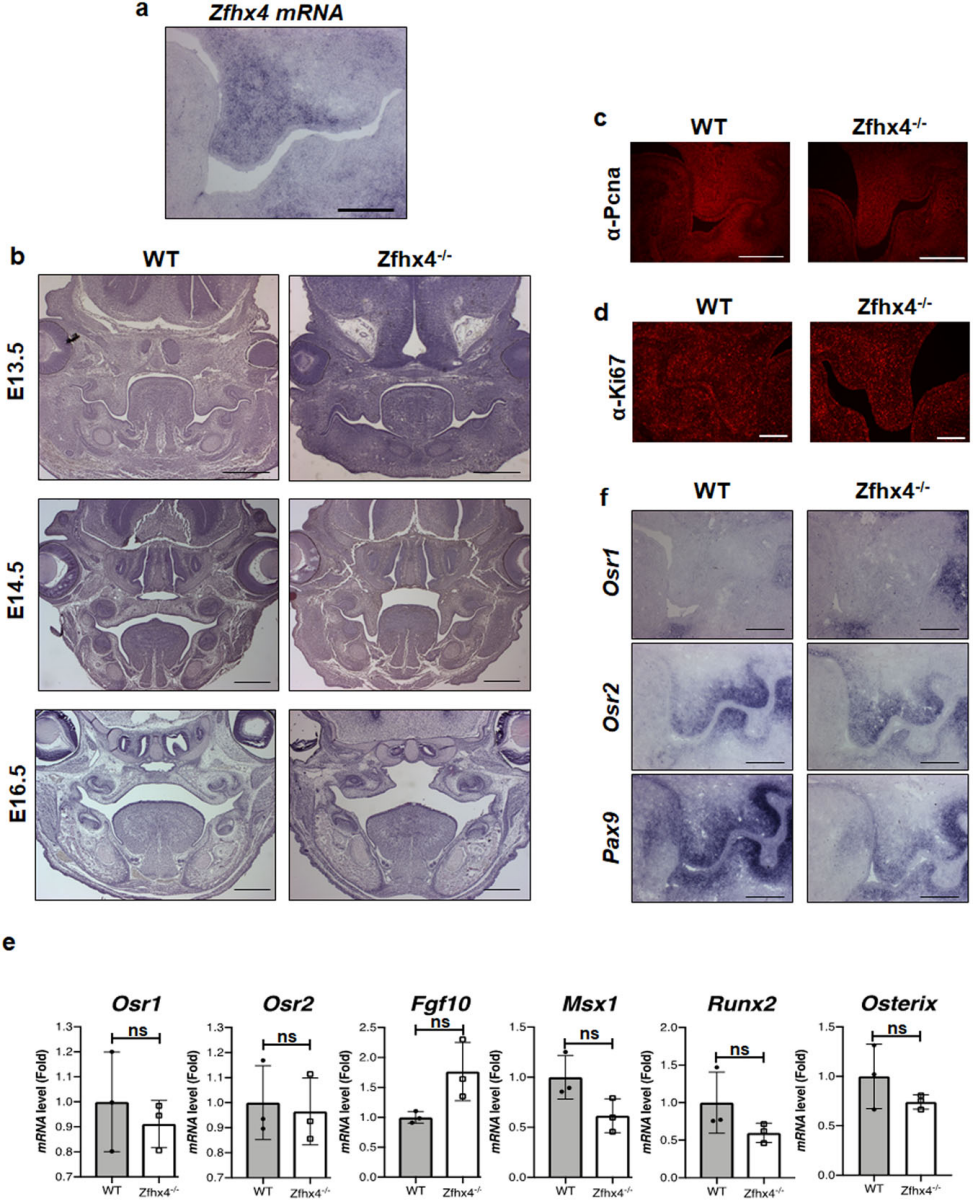
Critical role of Zfhx4 in palate development. **a** *Zfhx4* expression in the palatal shelf of E13.5 mice determined by in situ hybridization. Scale bar = 200 μm. **b** Coronal sections of crania of E13.5, E14.5, and E16.5 wild-type (WT) and *Zfhx4*^*−/−*^ littermates stained with hematoxylin and eosin (HE). Scale bar = 500 μm. **c** Fluorescence microscopy images of coronal sections of crania of E13.5 WT and *Zfhx4*^*−/−*^ littermates subjected to immunofluorescence analysis using an anti-Pcna antibody. Scale bar = 100 μm. **d** Coronal sections of crania of E13.5 WT and *Zfhx4*^*−/−*^ littermates subjected to immunofluorescence analysis using an anti-Ki67 antibody. Scale bar = 100 μm. **e** Expression levels of genes associated with palatal development in the palatal shelves of E13 WT and *Zfhx4*^*−/−*^ littermates as determined by RT-qPCR using TaqMan probes. Data represent the mean ± s.d. (WT: *n* = 3; KO: *n* = 3). **f** Coronal sections of crania of E13.5 WT and *Zfhx4*^*−/−*^ littermates were examined by in situ hybridization using anti-sense probes against *Osr1*, *Osr2*, and *Pax9*. Scale bar = 200 μm.

Palatal development involves multiple steps, which include palatal shelf outgrowth, elevation, adhesion, and fusion, and palatal bone formation. Odd-skipped-related (Osr) 1^37,38^, Osr2^37,38^, fibroblast growth factor 10 (Fgf10)^39^, msh homeobox 1 (Msx1)^40,41^, and Paired box 9 (Pax9)^42,43^ play essential roles in palatal development. Cranial neural crest-specific *Sox9* conditional KO mice^44^ and *Runx2* KO mice^45^ exhibit cleft palates. In the present study, we found no significant difference between wild-type and *Zfhx4*^*−/−*^ littermates in terms of the expression of *Osr1*, *Osr2*, *Fgf10*, *Msx1*, or *Pax9* in palatal shelves (Fig. 4e, f and Supplementary Fig. 12). The expression of *Runx2* and *Osterix* also remained unchanged in *Zfhx4*^*−/−*^ compared with wild-type littermates (Fig. 4e). Therefore, these results suggested that expression of these genes was not regulated and unknown Zfhx4 target genes might be involved in palatal development. Identification of target genes of Zfhx4 in the palatal shelf may contribute to understanding the molecular basis of palatal development, which involves Zfhx4.

## Discussion

Cell differentiation, proliferation, and death are strictly regulated by transcriptional machinery complexes that comprise specific transcriptional factors and transcriptional coregulators. Although transcriptional regulation during endochondral ossification has been extensively investigated^1^, the details of the sequential and harmonious mechanism have not yet been elucidated. To address this, we attempted to identify transcription factors that regulate the transcriptional network system in endochondral ossification. In this study, we identified Zfhx4 as a transcriptional factor that is highly expressed in cartilage and limb buds. Notably, we found that Zfhx4 functioned as a transcriptional partner of Osterix. Coimmunoprecipitation and immunofluorescence analyses indicated a physical interaction between Zfhx4 and Osterix. Furthermore, genetic experiments revealed that Zfhx4 and Osterix interacted functionally in the late stage of endochondral ossification. Our data also indicated that *Mmp13* expression was regulated by Zfhx4. Additionally, luciferase reporter and chromatin immunoprecipitation analyses indicated regulation of the *Mmp13* gene promoter by Zfhx4. Because Osterix is critical for the regulation of *Mmp13* expression in chondrocytes^10^, our results support the importance of the association between Zfhx4 and Osterix in endochondral ossification.

*Col10a1* expression was diminished in *Zfhx4*^*−/−*^ mice as determined by in situ hybridization experiments (Fig. 2c). Conversely, we observed similar expression level of *Col10a1* and Col10 between wild-type and *Zfhx4*^*−/−*^ littermates (Fig. 2d and e), although the delayed expression pattern of Col10 was consistent with the in situ hybridization experiments. We assume that these difference resulted from slightly different time points of these experiments. Therefore, we believe that *Col10a1* is not a critical transcriptional target for Zfhx4.

Because of the structure of Zfhx4, it is possible that Zfhx4 associates with numerous transcriptional regulators that function in the platform of the transcriptional network during endochondral ossification. In addition to Osterix, we found that Zfhx4 physically interacted with Runx2, a critical transcription factor in endochondral ossification^46^. Furthermore, Runx2 functions upstream of Osterix by controlling *Mmp13* expression through its interaction with Osterix^10^. Thus, our study suggests that Zfhx4 facilitates the Runx2-Osterix axis, which results in coordination of the sequential steps of the transcriptional network that underlies endochondral ossification.

We found that endochondral ossification was impaired in the proximal limbs of *Zfhx4-*deficient mice, which included the scapula, humerus, and femur. The anterior–posterior patterning of the proximal limb is regulated by homeobox (Hox) 9 and 10 paralogous groups^47–50^ as well as short stature homeobox 2 (Shox2)^51^. These genes are expressed in a spatiotemporally restricted pattern in domains along the axes of limb buds and provide anterior–posterior positional information for proximal limb patterning. *Hoxa9*/*Hoxd9* double mutant mice have shortened humeri and loss of deltoid crests^50^, and triple mutant mice (*Hoxa10*/*Hoxc10*/*Hoxd10*) show short humeri, loss of deltoid processes, and remarkably shortened femurs^49^. Mutation of *Shox2* causes marked shortening of the humerus and femur, as well as loss of the deltoid crest and ossification of the femur^52^. Double mutation of *HoxD* and *Shox2* (*HoxD*^*−/−*^;*Shox2*^*+/−*^) causes the phenotype of shortened humeri and lack of deltoid crests, whereas *HoxD*^*+/+*^;*Shox2*^*+/−*^ mutants show intact proximal limbs^51^. Considering the morphological phenotypes of *Hox9*, *Hox10*, and *Shox2* mutant mice, Zfhx4 may be involved in the patterning processes of proximal limbs, possibly in association with Hox9, Hox10, and Shox2. Clinically, shortening of limbs is classified into four types: rhizomelic (dysplasia of proximal parts of the limbs), mesomelic (dysplasia of middle parts of the limbs), acromelic (dysplasia of distal parts of the limbs), and micromelic (generalized shortening of entire limbs)^53^. On the basis of the skeletal phenotype of *Zfhx4*-deficient mice, this mutation induces rhizomelic type skeletal dysplasia. Rhizomelic type skeletal dysplasia, achondroplasia, rhizomelic chondrodysplasia punctata, and spondyloepiphyseal dysplasia congenita are well characterized and several genes have been identified to be responsible for these diseases^53^. Achondroplasia (OMIM100800) is caused by heterozygous mutations in the gene that encodes fibroblast growth factor receptor 3^54^, rhizomelic chondrodysplasia punctata type1 (RCDP1) (OMIM 215100) is caused by homozygous or compound heterozygous mutations in the gene that encodes peroxisomal biogenesis factor 7 (*PEX7*)^55^, and spondyloepiphyseal dysplasia congenital (OMIM183900) is caused by heterozygous mutations in *COL2A1*^56^. However, the causative genes and pathological mechanisms of some rhizomelic type skeletal dysplasias, which include cleidorhizomelic syndrome, Patterson-Lowry rhizomelic dysplasia, and multiple epiphyseal dysplasia with Ribbing type, are yet to be elucidated. The *Zfhx4* mutation described in the present study may be a good model to evaluate the pathogenesis of rhizomelic type skeletal dysplasia and such assessment might provide insights into the pathogenesis of rhizomelic dysplasia.

Our finding that *Zfhx4* is highly expressed in calvariae suggests that Zfhx4 plays roles in both membranous and endochondral ossifications. However, *Zfhx4*-deficient mice showed no remarkable phenotype in terms of membranous ossification. We therefore assume that Zfhx4 has a partially redundant role and that its function might be compensated by other genes. A potential candidate gene is zinc finger homeobox 3 (Zfhx3; also known as ATBF1) that belongs to the Zfhx family and has the highest homology with Zfhx4 of all family members. The Zfhx3 protein is 406 kDa and contains four homeodomains and 23 zinc finger domains^57^. Supporting our theory, P10 *Zfhx3* heterozygous mice are much smaller in terms of body size and weight than wild-type littermates^58^. This is presumably due to impaired skeletal development. Although dissection of *Zfhx3*/*Zfhx4* double mutant mice may provide insights into the potential roles of Zfhx family proteins in skeletal development, this was beyond the scope of the present study. We intend to carry this out as the next step of this study.

We unexpectedly identified cleft palate at the elevation stage in *Zfhx4*-deficient mice. Notably, *Zfhx4* was specifically expressed in palatal shelves, but not in the tongue. However, organ culture experiments showed that elevation and fusion abilities of palatal shelves from *Zfhx4*^*−/−*^ mice and wild-type littermates were intact. An explanation for this discrepancy between in vivo and ex vivo experiments is that Zfhx4 is required to remove the tongue from the middle of developing palatal shelved to create the space for palatal shelves to elevate and fuse. Considering specific expression of *Zfhx4* in palatal shelves, it is likely that Zfhx4 regulates the expression of genes involved in palatal development. However, the expression levels of well-known palatal marker genes appeared normal in *Zfhx4*-deficient mice. Further investigation is required to identify Zfhx4 target genes in palatal shelves. The *Zfhx4* gene has been proposed to be a candidate gene responsible for 8q21.11 microdeletion syndrome^35^ and a report has shown this disease manifesting as a cleft palate in eight unrelated individuals. Thus, *Zfhx4*-deficient mice might be a suitable animal model to investigate the molecular mechanisms of palatal development and the pathogenesis of 8q21.11 microdeletion syndrome.

In conclusion, our results demonstrate that Zfhx4 is a transcriptional partner of Osterix and regulates the late stage of endochondral ossification. Our findings contribute to improving our understanding of the sequential and harmonious regulation of endochondral ossification.

## Methods

### Cell culture

Anterior and posterior limb buds were dissected from E12.5 Institute of Cancer Research (ICR) mouse embryos (SLC, Shizuoka, Japan) and digested by incubation in Dulbecco’s modified Eagle’s medium (DMEM) (Sigma–Aldrich, St. Louis, MO, USA) with 0.1% collagenase type II (Sigma–Aldrich) and 0.1% trypsin (Sigma–Aldrich) at 37 °C^29^. Cells were dissociated by pipetting and then centrifuged at 300 × *g* for 5 min. The supernatant was removed and the cell pellet was resuspended with α-minimum essential medium (Sigma–Aldrich) with 10% fetal bovine serum (FBS; JRH Bioscience, Lenexa, KA, USA) to a final density of 2 × 10^7^ cells/ml. Cells were incubated at 37 °C in a humidified atmosphere with 5% CO_2_. 293FT and SW1353 cell lines were purchased from Thermo Fisher Scientific (Waltham, MA, USA) and the American Type Culture Collection (Manassas, VA, USA), respectively. Cells were cultured in DMEM with 10% FBS at 37 °C in a humidified atmosphere with 5% CO_2_.

### Animal experiments

All animal experiments were approved by the Osaka University Graduate School of Dentistry animal care committee and the Institutional Animal Care and Use Committee (IACUC) of RIKEN Kobe Branch. Animal experiments with E12, E12.5, E13.5, E14.5, E15.5, and E16.5 embryos, and newborn littermates were performed by following protocols approved by the Osaka University Graduate School of Dentistry animal care committee. CAG-Cre transgenic mice (RBRC01828) were provided by the RIKEN BioResource Research Center (Ibaraki, Japan).

*Zfhx4* mutant mice were designed with floxed exons 7 and 8 (Supplementary Fig. S1c). Deletion of exons 7 and 8 caused a nonsense frame-shift mutation in most functional domains of the Zfhx4 protein, including all homeobox domains, 13 zinc finger domains and a region coding nuclear localization signal. To generate *Zfhx4* floxed mice (accession number CDB0954K, http://www2.clst.riken.jp/arg/micelist.html), TT2 embryonic stem (ES) cells were transfected with a targeting vector that contained a neomycin resistance gene (Supplementary Fig. S1c) by electroporation^59^. Homologous recombination was confirmed by Southern blot analysis. The ES cells were injected into eight-cell-stage ICR embryos and *Zfhx4* floxed chimera mice were obtained. The *Zfhx4* floxed chimeras were mated with C57BL/6 mice and then germline transmission of the mutant allele was achieved as confirmed by Southern blotting and genomic PCR analyses. The 590 bp probe (Supplementary information) located in exon 10 of the *Zfhx4* gene (Supplementary Fig. 1c) was used for Southern blotting analyses of EcoRI-digested genomic DNA from mouse tails. The sequences of primers used for genomic PCR were as follows: 5′-GCCAAAGGCTGACTCAAAAC-3′ and 5′-GGGTCCCCACTGTGATTTCT-3′. To generate *Zfhx4* global knockout mice, heterozygous *Zfhx4* floxed mice were mated with CAG-Cre transgenic mice. Deletion of the floxed allele was confirmed by genomic PCR. Deletion of the Cre transgene was achieved by mating *Zfhx4* heterozygous-deficient mice with C57BL/6 mice as confirmed by genomic PCR. *Zfhx4*-deficient mice were produced by interbreeding of *Zfhx4* heterozygous mice. To determine mouse genotypes, the following primers were used in PCR: 5′-TCACTGTGCATGAGGCAAAAC-3′ and 5′-GGGTCCCCACTGTGATTTCTA -3′. *Osterix* KO mice were used as described previously^10^.

### Microarray analysis

We analyzed microarray data deposited in the Gene Expression Omnibus (Accession No: GSE126945). Briefly, total RNA was isolated from limb buds of E12.5 ICR mice using an Ambion® WT Expression Kit (Applied Biosystems, Branchburg, NJ, USA). Single-stranded DNA was synthesized from total RNA and subsequently hybridized to a GeneChip®Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). After 16 h of hybridization, the array was washed, scanned, and finally quantified by an Affymetrix Expression Console (Affymetrix)^10^.

### Reverse transcriptase-quantitative polymerase chain reaction (RT-qPCR)

Total RNA was isolated from cells using a NucleoSpin RNA Plus Kit (Macherey-Nagel, Duren, Germany). Total RNA was denatured by incubation at 65 °C for 5 min, after which cDNA was synthesized using ReverTra Ace Quantitative PCR RT Master Mix with gDNA Remover (Toyobo, Osaka, Japan)^27^. Real-time RT-qPCR amplification was performed using the TaqMan PCR protocol and Step-One plus real-time PCR system (Applied Biosystems, Carlsbad, CA, USA). TaqMan probes used for amplification are listed in Table 1. The expression level of mRNA was normalized to *β-actin* mRNA expression^60^.

**Table 1:** List of sequences of Taqman probe sets for real-time RT-PCR experiments.

*Zfhx4*	Sense	5’-TGGCCCCACCAAATCTTTGC-3’
	Anti-sense	5’-TGGCTCGGTCTGCTGTCC-3’
	Probe	5’-TCCACCACCACCTCCTCCTCCTCCA-3’
*Sox9*	Sense	5’-CCTTCAACCTTCCTCACTACAGC-3'
	Anti-sense	5’-GGTGGAGTAGAGCCCTGAGC-3'
	Probe	5’-CCGCCCATCACCCGCTCGCAATAC-3'
*Ihh*	Sense	5’-GACTCATTGCCTCCCAGAACTG-3'
	Anti-sense	5’-CCAGGTAGTAGGGTCACATTGC-3'
	Probe	5’-CCACAGCCAGCCTGGACATCCCGA-3'
*Runx2*	Sense	5’-CTCCTTCCAGGATGGTCCCA-3'
	Anti-sense	5’-CTTCCGTCAGCGTCAACACC-3'
	Probe	5’-CACCACCTCGAATGGCAGCACGCT-3'
*Osterix*	Sense	5’-AGCGACCACTTGAGCAAACAT-3'
	Anti-sense	5’-GCGGCTGATTGGCTTCTTCT-3'
	Probe	5’-CCCGACGCTGCGACCCTCCC-3'
*Aggrecan*	Sense	5’-TCACTGTTACCGCCACTTTCC-3'
	Anti-sense	5’-TGCTGCTCAGATGTGACTGC-3'
	Probe	5’-ACCGTCTCTCCGCATCCACCCAGG-3'
*Col2a1*	Sense	5’-CCTCCGTCTACTGTCCACTGAG-3'
	Anti-sense	5’-TGGAGCCCTGGATGAGCAAG-3'
	Probe	5’-TGAGGTTGCCAGCCGCTTCGTCCA-3'
*Col10a1*	Sense	5’-GCCAAGCAGTCATGCCTGAT-3'
	Anti-sense	5’-GACACGGGCATACCTGTTACC-3'
	Probe	5’-AGCACTGACAAGCGGCATCCCAGA-3'
*Mmp13*	Sense	5’-GGTTATGACATTCTGGAAGGTTATCC-3'
	Anti-sense	5’-CGTGGTTCTCAGAGAAGAAGAGG-3'
	Probe	5’-CCCGTGTTCTCAAAGTGAACCGCAGCG-3'
*Alp*	Sense	5’-ATCTTTGGTCTGGCTCCCATG-3'
	Anti-sense	5’-TTTCCCGTTCACCGTCCAC-3'
	Probe	5’-TGAGCGACACGGACAAGAAGCCCTT-3'
*Osr1*	Sense	5’-CCACCTACGGGACCACAGATATA-3'
	Anti-sense	5’-CGGGACTGGCAGAATCCTTT-3'
	Probe	5’-CCACACTCTTGACACTTGAAAGGCTTCTCT-3'
*Osr2*	Sense	5’-CACCTACGGGATCACAGGTATATC-3'
	Anti-sense	5’-GCAGCTGTAGGGCTTGATGT-3'
	Probe	5’-ACTGACAGAATCCTTTCCCACACTCCTGAC-3'
*Fgf10*	Sense	5’-CCTGGAGATAACATCAGTGGAAATC-3'
	Anti-sense	5’-TCCTCTATTCTCTCTTTCAGCTTACA-3'
	Probe	5’-CCGTCAAAGCCATCAACAGCAACTATTACT-3'
*Msx1*	Sense	5’-AAGATGCTCTGGTGAAGGCC-3'
	Anti-sense	5’-TCTTGTGCTTGCGTAGGGTG-3'
	Probe	5’-CGTGGATGCAGAGTCCCCGCTTCTC-3'
*β-actin*	Sense	5’-TTAATTTCTGAATGGCCCAGGTCT-3'
	Anti-sense	5’-ATTGGTCTCAAGTCAGTGTACAGG-3'
	Probe	5’-CCTGGCTGCCTCAACACCTCAACCC-3'

### Histological and immunohistochemical analyses

Samples were fixed in 4% paraformaldehyde/phosphate-buffered saline (PFA/PBS) overnight at 4 °C, embedded in paraffin, and cut into 7 μm-thick sections. The sections were deparaffinized, rehydrated, and then stained with Mayer’s hematoxylin and eosin (H&E). For antigen retrieval, deparaffinized sections were incubated with 5% hyaluronidase in PBS for 30 min at 37 °C for Col2, Col10, and Mmp13 immunostaining. After blocking with 5% bovine serum albumin (BSA), sections were incubated with anti-Col2 (1:1000, #7050; Woodinville Chondrex, WA, USA), anti-Col10 (1:500, LSL, Tokyo, Japan), anti-Mmp13 (1:200, ab39012; Abcam, Cambridge, UK), anti-Pcna (1:1000, #13110; Cell Signaling Technology, Danvers, MA, USA), or anti-Ki67 (1:200, ab15580; Abcam) antibodies at 4 °C for 16 h, washed thrice with PBS, and then incubated with Alexa Fluor 555-conjugated anti-rabbit immunoglobulin G (IgG) (1:500, A21429; Thermo Fisher Scientific) or anti-mouse IgG (1:500, A21424; Thermo Fisher Scientific)^28,61^. Sample immunoreactivity was analyzed under a fluorescence microscope (Leica DM4 B; Leica Microsystems, Wetzlar, Germany).

### Skeletal preparation

The skin and internal organs of E15.5, E16.5, and newborn mice were removed and then the mice were fixed in 95% ethanol overnight at room temperature. Cartilage was stained with a 1.5% Alcian blue solution and bone tissues were subsequently stained with a 0.02% alizarin red solution. Skeletal samples were photographed under a stereoscopic microscope (Leica Microsystems)^62^.

### In situ hybridization

Femurs of E12, E13.5, E15.5, and E16.5 mice were fixed in 4% PFA/PBS at 4 °C, washed with PBS, embedded in paraffin, and cut into 7 μm-thick sections. Digoxigenin (DIG)-labeled ssRNA probes were prepared using a DIG RNA Labeling Kit (Roche, Basel, Switzerland). Sections were deparaffinized and treated with 1 mg/ml proteinase K in 0.2 M HCl for 12 min at 37 °C and then subjected to acetylation in 0.1 M triethanolamine/0.25% acetic anhydride. After prehybridization, sections were incubated with DIG-labeled RNA probes at 65 °C for 16 h. The sections were further incubated with anti-DIG-AP Fab fragments (1:2500, Roche) for 2 h. After washing, sections were treated with nitro blue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (Roche) for various periods. We used a 405 bp fragment of mouse *Col2a1* cDNA, a 637 bp fragment of mouse *Col10a1* cDNA, a 579 bp fragment of mouse *Ihh* cDNA, a 779 bp fragment of mouse *Pthr1* cDNA, a 634 bp fragment of mouse *Runx2* cDNA, an 879 bp fragment of mouse *Osterix* cDNA, a 723 bp fragment of mouse *Zfhx4* cDNA, a 516 bp fragment of mouse *Osr1* cDNA, a 518 bp fragment of mouse *Osr2* cDNA, and a 912 bp fragment of mouse *Pax9* cDNA to generate anti-sense probes. The cDNA probes for *Mmp13*^63^, *Sox9*^21^, *Ihh*^21^, *Ppr*^9^, and *Osterix*^10^ have been described previously. The cDNA probes for *Col2a1* and *Col10a1* were kindly provided by Noriyuki Tsumaki (Kyoto University, Kyoto, Japan) and used as described previously^26^. cDNA probes for *Zfhx4* (*Zfhx4*-1 mRNA probe; Supplementary information) were synthesized using a DIG RNA Labeling Kit (Roche)^64^. For sections of palatal shelves and limb buds, the *Zfhx4*-2 mRNA probe (Supplementary information) was used.

### von Kossa calcium staining

Sections were deparaffinized, incubated in a 5% silver nitrate solution for 30 min with exposure to sunlight, and then rinsed with two changes of distilled water. Sections were incubated in a 5% sodium thiosulfate solution for 2 min, rinsed with two changes of distilled water, and then incubated in a nuclear fast red solution for 5 min^10^.

### Construction of expression vectors

Myc-tagged Osterix and Venus-tagged-Osterix expression vectors were used as described previously^10^. The Myc-Runx2 expression vector was generated by subcloning PCR-amplified, full-length *Runx2* cDNA (variant 3, 1791 bp) into the EcoRI and XbaI sites of a pcDNA3 expression vector with six tandem repeats of the Myc tag at the N-terminal. Venus-tagged Runx2 was generated by subcloning the corresponding cDNA into the Venus-tagged expression vector. Flag-tagged Zfhx4 was generated using the Gateway Cloning System (Thermo Fisher Scientific)^65^. The PCR amplification products of Flag-tagged Zfhx4 cDNA were subcloned into the Kpnl and Xhol sites of the Gateway entry clone and the resulting clone was transferred into the Gateway pcDNA Zeo destination vector using LR Clonase enzyme mix, thereby constructing the Flag-tagged Zfhx4 expression vector^66^.

### Transfection

Transfection of expression vectors was carried out using a X-treamGene 9 (Roche) in accordance with the manufacturer’s protocol.

### Fluorochrome staining and immunocytochemical analysis

SW1353 cells were transfected with Flag-Zfhx4, Venus-Osterix, or Venus-Runx2 using the X-tremeGENE 9. After 48 h, cells were washed twice with PBS and fixed with 4% buffered paraformaldehyde (WAKO, Osaka, Japan) for 20 min. After treatment with 0.2% Triton X-100 in PBS for 5 min, cells were blocked with 1% BSA in PBS for 1 h, incubated with an anti-Flag (WAKO) antibody at room temperature for 2 h, and then incubated with Alexa Fluor 555-conjugated anti-mouse IgG (1:500, A21424; Thermo Fisher Scientific) for 30 min. Nuclear staining was performed using Vectashield with 4′,6-diamidino-2-phenylindole (Vector, Burlingame, CA, USA). Samples were visualized using a Leica TCS SP8 confocal microscope (Leica Microsystems).

### Western blot analysis

Cells were washed with PBS and lysed in lysis buffer [20 mM HEPES, pH 7.4, 150 mM NaCl, 1 mM ethylene glycol-bis[β-aminoethyl ether-N,N,N′,N′-tetraacetic acid, 1.5 mM MgCl_2_, 10% glycerol, 1% Triton X-100, 10 μg/ml aprotinin, 10 μg/ml leupeptin, 1 mM 4-(2-aminoethyl) benzenesulfonyl fluoride hydrochloride, and 0.2 mM sodium orthovanadate]. Lysates were centrifuged at 12,000 rpm for 20 min at 4 °C and supernatants were boiled in sodium dodecyl sulfate (SDS) sample buffer with 0.5 M β-mercaptoethanol at 95 °C for 5 min. Protein samples were separated by SDS-polyacrylamide gel electrophoresis and then transferred to nitrocellulose membranes. After blocking with 5% BSA in 50 mM Tris-HCl buffer (pH 7.5), the nitrocellulose membranes were incubated with anti-Flag (1:10,000, WAKO), or anti-Myc (1:2000, #ab9132, Abcam) antibodies for 16 h at 4 °C, and then with anti-mouse (1:10,000, Medical and Biological Laboratories) or anti-goat (1:5000, Medical and Biological Laboratories) IgGs conjugated with horseradish peroxidase for 1 h at room temperature. Finally, membranes were visualized using an enhanced chemiluminescence detection reagent (ImmunoStar LD, WAKO)^60^.

### Coimmunoprecipitation analysis

Cells transfected with Flag-Zfhx4, Myc-Osterix, or Myc-Runx2 were washed twice with ice-cold PBS and lysed in lysis buffer. Lysates were centrifuged at 12,000 rpm for 20 min at 4 °C and incubated with an anti-Flag antibody for 16 h at 4 °C, followed by immunoprecipitation with Dynabeads™ Protein G for Immunoprecipitation (Thermo Fisher Scientific). Immunoprecipitates were washed five times with ice-cold PBS and then boiled in SDS sample buffer with 0.5 M β-mercaptoethanol at 95 °C for 5 min. Supernatants were subsequently subjected to western blot analysis^62^.

### Statistics and reproducibility

Randomization and blinding were not performed in the animal studies. Data were statistically analyzed using a two-tailed and unpaired Student’s *t*-test for intergroup comparisons. Values of *P* < 0.05 were considered statistically significant. All results were performed three times independently and reproduced with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Microarray data have been deposited in NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under the accession code GSE126945. The source data for the graphs and charts in the main figures is available as Supplementary Data 1. The original uncropped images referring to Fig. 3a are provided in Supplementary Fig. 13. All other data are available from the corresponding author on reasonable request.

# Supplementary material for: Zfhx4 regulates endochondral ossification as the transcriptional platform of Osterix in mice
**Source:** Commun Biol. 2021 Nov 3;4:1258. doi: 10.1038/s42003-021-02793-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1.

**Description:** Source data for the graphs and charts in the main figures.

How the deposited data were processed for this re-analysis (not part of the article)

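Gene expression was measured on 2 microarrays, 1 for cultured limb bud cells of E12.5 ICR mice infected with a control adenovirus and 1 for such cells infected with a Bmp2 adenovirus. Cells were kept in medium with 10% serum, and 100 ng of RNA was labelled for each array according to the labels. The authors scanned the arrays and quantified them with Expression Console according to the methods, while the submitters' processing notes name MAS5. The version and the scaling between arrays are not given in the sources used here, nor is a genome build, and the methods name no summary of probes. The deposited values are log2 signals, 1 per probe set and array, which the authors' Fig. 1a gives on a linear scale. The labels and the methods differ in the array type and in whether RNA came from limb buds or from infected cells. The probe set identifiers are those of the array in the methods, and the sample conditions follow the labels, because the paper names no virus.

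Probe sets were named through the array's platform annotation, with symbols looked up by gene identifier in a RefSeq gene table. Of 35556 probe sets, 21789 were named with 1 gene, 1621 with several and 12146 with none, and the last 2 kinds gave no gene values. The lookup found 21698 of the 21789 probe sets and changed 0 symbols. Probe sets with 1 gene stood for 19938 genes, 999 of which had more than 1, and the probe set with the highest mean of both arrays was taken. No coordinates are given, since the files name no build.

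The choices that follow were made before the data were examined. Background was the 95th percentile, per array, of the probe sets of a list of genes of adult tissues. A log2 ratio is the Bmp2 array minus the control array at 1 probe set. Where a gene was above background on 1 array, the value under background was set to the background level and the fold is a bound, written as at least. Genes under background on both arrays have no ratio. Genes at least 2-fold apart were counted. There were 20 gene lists. For each list with genes above background, which left out red blood cells, the median log2 ratio was set beside the medians of 10000 random lists. The random lists had the same size and were matched on mean signal in 20 bins, as a description of these arrays. The lists were the Fig. 1a genes, BMP targets, cartilage matrix, hypertrophic chondrocytes, osteoblasts, limb patterning, Hedgehog targets, palate genes named by the paper, the Zfhx family, markers of muscle, tendon, endothelium, macrophages, red blood cells, epidermis, nerve and fat, and genes of proliferation, of the interferon response and of general use (housekeeping). Transcription factor families were taken by a pattern of symbols.

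Named genes are those of the paper's sentence and of Fig. 1a, the marker genes the paper names elsewhere, 2 to 4 members of each list with the largest ratio in size among those above background on both arrays, the 10 largest rises and the 10 largest falls above background on both arrays, and the 5 largest bounds each way. Symbols of clones and predicted genes were counted but not named. Fewer list members than this rule gives are named for epidermis, nerve and housekeeping genes, and none for endothelium. The values printed in Fig. 1a were seen before this rule was written.

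The counts, list medians, Zfhx4 values, Fig. 1a signals and log2 ratios of 240 list members and most changed genes were recomputed with the median over a gene's probe sets, with background at the array median or at the 75th percentile of the background list, with the median log2 ratio set to 0, with quantile normalization, and with a loess (span 0.3) of the ratio on mean signal removed. The counts of genes past 2-fold were also recomputed at a 3-fold threshold and with only genes whose probe sets above background moved the same way. A list median was taken as moved where it shifted by more than the standard error of a median of its number of ratios, from the spread between probe sets of one gene, a limit set after the data were seen. A percentile among named probe sets and list medians without identical values were added after the data were seen. With 1 array per condition no p-value was computed, and the number of arrays limits the precision. In pairs of probe sets of one gene, probe sets with the same control signal were counted once, which was also decided after the data were seen and left 639 of 652 genes.

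The steps were tested on simulated arrays. Among 11622 genes, 100% of those changed by a log2 ratio of 2 or -2 passed the 2-fold threshold. Of those changed by 1.5 or -1.5, 98% passed it, and of 11422 unchanged genes 0 did. This checks the steps at the noise that was simulated. With 1 array per condition it gives no rate of unchanged genes past 2-fold on the measured arrays. A simulated list of 16 genes with 8 raised by a log2 ratio of 2 had its median at percentile 100 of random lists. The median of a list of 20 unchanged genes lay at percentile 88.99. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used. Runx2 was not analysed here. RT-qPCR, in situ hybridization and the mutant mice were not analysed here.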

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

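The tests of no change in expression, of values carried over, of a fixed size of 0.05 or more under which differences were set to 0, of a step that set some small differences to 0, of more macrophages, of scaling between the arrays and of exchanged labels were chosen after the result was seen, as was counting probe sets of equal control signal once. The paper reports values of one culture and does not compare the Bmp2 culture with the control culture. The results here are differences between these 2 cultures, without replicates.

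With Bmp2, 202 genes were at least 2-fold higher and 265 were at least 2-fold lower among 11925 genes above background on at least 1 array. The 10 largest log2 ratios among genes above background on both arrays were those of Alpl, the phosphatase of mineralizing cells, with 3.57, the interferon-induced genes Usp18 with 3.36 and Ifit1 with 3.15, Car8 with 3.22, Fabp7 with 3.17, the Wnt antagonist Dkk1 with 2.99, the regulators of G protein signalling Rgs5 with 2.85 and Rgs4 with 2.76, and the BMP targets Msx2 with 2.82 and Hey1 with 2.69.

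Genes of BMP signalling had a median log2 ratio of 1.10 over 18 genes, at percentile 100 of random lists. Hypertrophic chondrocyte and mineralization genes had a median of 0.70 over 12 genes, at percentile 100, with 5 at least 2-fold higher and 0 lower. They include Mmp13, the collagenase of late hypertrophic cartilage, with 2.44, Ank, a pyrophosphate transporter, with 1.73, Vegfa with 1.34 and, chosen after its value was seen, the phosphatase Phospho1 with 1.00. The median of 0.70 rests in part on Panx3, a member of this list whose log2 ratio of 0.80 is a bound. The median was 0.60 with background at the 75th percentile of the background list. That lower median does not come from Panx3, which had 1.28 at that level. Ibsp, named after its value was seen, had been under background on both arrays. With a log2 signal of 6.60 on the Bmp2 array it entered the list at that level. Of other markers the paper names, Pth1r had 0.60 and Col10a1, at a log2 signal of 11.34 on the control array, had -0.14, while Ihh had identical values, which are not read as a measured absence of change. Skeletal muscle genes had a median of 0.76 over 16 genes, at percentile 100, with 3 at least 2-fold higher (Chrna1 at 1.09, Mymk at 1.03 and Tnnc2 at 1.02), 0 lower and 13 within 2-fold. Among these 13, and named after their values were seen, Myh8 had -0.47 and Ckm had identical values. The Fig. 1a genes had a median of 0.19 over 22 genes, at percentile 99.99, and of 0.34 without identical values. The paper gives that list from microarray analysis, and its printed values match the control array. Msx2 is in both this list and the BMP list.

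Interferon response genes had a median log2 ratio of 1.38 over 13 genes, at percentile 100, with 9 at least 2-fold higher and 0 lower, among them Irf7 with 2.48 and Oasl2 with 2.15. More macrophages in the Bmp2 culture would raise macrophage markers, but their median log2 ratio was -1.30, and scaling between the arrays would move genes of like signal alike, but of 10000 random lists of the same size and signal the highest median was 0.33. A stronger infection of the Bmp2 culture could give the same pattern, and with 1 culture per virus it cannot be told apart from an effect of Bmp2.

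Exactly identical values on both arrays were found for 13558 of 35556 probe sets (38.1%), from 55.6% among dim probe sets to 15.6% among the brightest, and no change in expression does not account for this number, since the density of differences under 0.05 on the log2 scale gives 4.87 by chance. Identical values cluster by gene: where a gene has 2 probe sets above background, 51.0% of the partners of an identical one were identical too, against 15.4% of the other partners. Among partners that were not identical, those of an identical probe set had a median size of the log2 ratio of 0.05 (150 probe sets) and the others 0.15 (822 probe sets), a difference of -0.090 (95% bootstrap interval -0.11 to -0.068) after subtracting the median size at like signal. Values carried over whatever their difference would leave no such gap, and a fixed size of 0.05 or more under which every difference was set to 0 would leave no small differences, but 4868 probe sets differed by less than 0.05 without being identical. A processing step that set some small differences to 0 would give the gap and stays a candidate explanation, but no such step was identified. A summary of probes fitted to both arrays together is a candidate for such a step. It could not be tested, because the values used here are already summarised by probe set. The processing notes name MAS5, which summarises each array on its own, but the methods name no summary of probes. Whether MAS5 gave these values is not known, so its name does not count against such a step.

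The Bmp2 probe set had identical values on both arrays, although one culture received a Bmp2 virus. Exchanged labels of the 2 arrays would put BMP targets below 0, whereas their median was 1.10. The probe set may lie outside the part of Bmp2 in the virus, which was not tested. A step that set only small differences to 0 would not by itself remove a large one.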

How the results depend on the processing

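The medians without identical values, the percentile of Zfhx4 among named probe sets and the limit for a moved median were chosen after the data were seen; the other alternatives were planned. At a 3-fold threshold 70 genes were higher and 90 lower. Without identical values the median log2 ratio was 0.34 for the Fig. 1a genes, -0.20 for cartilage matrix and 0.80 for hypertrophic genes. It was -0.063 for Hedgehog targets, -0.63 for palate genes, -0.18 for endothelium and 0.35 for nerve and Schwann cell genes. The 12 other lists did not move. Of these, the lists of BMP targets, the Zfhx family, tendon, macrophages, epidermis, fat and the interferon response held no identical value. Their medians could not move. With background at the 75th percentile of its list the list median was 0.60 for hypertrophic genes, 0.65 for skeletal muscle and 0 for endothelium. With the median over a gene's probe sets it was -0.17 for proliferation. The 0.80 for hypertrophic genes without identical values is the ratio of Panx3, a bound set by the background level. Causes were not tested, apart from the ratios of 0 left out. The scalings hardly moved these arrays (median log2 ratio of all probe sets above background 0 to 0.01), so they say little about scaling; 42.9% to 43.4% of genes past 2-fold were higher under them, against 43.3%, and Zfhx4 had -0.53 to -0.51. No ratio of 240 genes beyond 0.15 in size changed sign under 6 alternatives. Several of these could not have reversed one. Moving the background level keeps the sign of ratios of this size. The median log2 ratio set to 0 was already 0. For a gene with 1 probe set the median over its probe sets is the same value. With the lower background 20 ratios moved by more than 0.15. With the median over its probe sets 1 did, that of Foxf1 (0.32 to 0.54). Zfhx4 stood at percentile 91.6 among named probe sets and took place 41 with the median over probe sets. Identifiers here do not mark probe sets that bind several transcripts, so that alternative gave no value, and leaving out arrays was not possible. No paired analysis was possible because each condition has 1 array. Genes under background on 1 array are given as bounds. Ratios of genes just above it, such as Irf7 (6.97 on the control array), Ifit1 (7.03) and Olfml1 (6.94 on the Bmp2 array), are not bounds and rest on a signal close to background.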

Differences from the paper's values

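For the 22 genes of Fig. 1a that could be named, the linear signals on the control array match the numbers the figure prints at 2 significant digits. The paper calls the regulators in its sentence highly expressed in limb bud cells. Of the 13 that could be named, 11 were above background on the control array, 7 were over the 75th percentile of its probe sets and 4 were over the 90th percentile. Osterix, at a log2 signal of 6.05, and Dlx6, at 6.86, were under the background level of 6.91. With background at the 75th percentile of the background list, a log2 signal of 6.43 and an alternative set before the data were examined, Dlx6 was above background and Osterix was not. With background at the array median of 6.89, another such alternative, neither was. On the Bmp2 array both were above background, at 10.10 and 7.09. The paper states no threshold for high expression. Zfhx4, which it also calls highly expressed, was at the 91.6th percentile of the control array.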

Other observations

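Several gene groups that the paper does not report had a median below 0 for Bmp2 over control. Macrophage markers had a median log2 ratio of -1.30 over 12 genes, at percentile 0 of random lists, with 8 at least 2-fold lower and 0 higher. Cd68 had -2.05, Lyz2 -1.67 and Fcer1g -1.65, and the mannose receptor Mrc1 was at least 7.44-fold lower. The brightest of their probe sets on the control array was that of Lyz2, at a log2 signal of 11.08, where 12 of the 12 were above background. Tendon and fibroblast genes had a median of -0.44 over 12 genes, at percentile 0, with 3 at least 2-fold lower and 1 higher: Thbs4, a matrix protein of tendon, had -3.09, the proteoglycan Lum -1.68 and the tendon regulator Mkx -1.38, while Fmod had 1.05. Proliferation genes had a median of -0.23 over 17 genes, at percentile 0.01, but 16 of them were within 2-fold, 0 were at least 2-fold lower and 1, Rrm2 at 1.21, was higher; Mki67 had -0.60. The Zfhx family had a median of -0.51 over 3 genes, at percentile 1.11, with 0 at least 2-fold lower: Zfhx3 had -0.71, Zfhx4 -0.51 and Zfhx2 -0.02.

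The largest falls among genes above background on both arrays were those of Egfl6, with a log2 ratio of -3.40, the growth factor Igf1 with -3.14, Thbs4, Gas2 with -2.73, Abi3bp with -2.70, the chondrocyte and bone growth factor Fgf18 with -2.68, Olfml1 with -2.59, Stab1 with -2.52, Tril with -2.41 and Arhgap20 with -2.39. Among genes under background with Bmp2, Txnip was at least 21.7-fold lower, the angiotensin receptor Agtr2 at least 16.9-fold, Itgbl1 at least 6.59-fold and Cd36 at least 6.09-fold. Among genes under background on the control array, Gldn was at least 13.4-fold higher, Stk32a at least 11.1-fold, Osterix at least 9.11-fold, Car6 at least 7.35-fold and Pcp4l1 at least 7.26-fold.

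Cartilage matrix genes went both ways, with 3 at least 2-fold higher and 1 lower. Their median log2 ratio was 0 over 17 genes, at percentile 53.9, and -0.20 without identical values. Acan, the main proteoglycan of cartilage, had 1.93, Hapln1, which links it to hyaluronan, had 1.52, and Chst11 had 1.05, while Col11a1 had -0.97, Col2a1 had 0.06 and Col11a2 had identical values. The lower gene, named after its value was seen, was Epyc, a small proteoglycan, at least 3.09-fold lower. Osteoblast genes had a median of 0.03 over 10 genes, at percentile 86.4, with Fgfr2 at 1.12 and Tnfrsf11b at 0.63. Alpl and Osterix, whose rises are given above, are in other lists and not in this median.

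Limb patterning genes had a median of 0 over 28 genes, at percentile 44.6, with 1 gene, Alx4 at 1.01, at least 2-fold higher and 0 lower; Meis2 had -0.85. The Hox9 and Hox10 genes that the paper discusses lay between -0.26 for Hoxa10 and 0.38 for Hoxd10, and Shox2 had identical values. Of the palate genes the paper names, Osr1 had -1.77, from a log2 signal of 11.74 on the control array, Osr2 had -1.51, Fgf10 had 0.65, Msx1 had 0.25 and Pax9 had identical values, with a median of 0 over 5 genes at percentile 52.7. Without the identical value of Pax9 this median was -0.63. Hedgehog targets had a median of 0 over 7 genes, at percentile 50.6, and -0.063 without identical values. Gas1 had -1.41, Ptch1 0.97 and Foxc2 0.87. The list was not divided by whether the pathway raises or lowers a gene, so its median gives no direction of Hedgehog signalling.

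Of 8 red blood cell genes 0 were above background on either array, and of 12 endothelial genes 8 were under background on both, with a median of -0.09 over the other 4 at percentile 12.9 and of -0.18 without identical values. Epidermal genes had a median of -0.02 over 5 genes, at percentile 20.7, with Cdh3 at -1.08, and nerve and Schwann cell genes 0.20 over 4 genes, at percentile 96.0, or 0.35 without identical values, with Stmn2 at 1.62. Fat cell genes went both ways, with 1 of 5 at least 2-fold higher, Pparg at 1.55, and 2 lower, Lpl at -1.17 and Cd36, given above as a bound, and their median was 0.04 at percentile 87.4. Housekeeping genes had a median of 0 over 14 genes, at percentile 38.9, with 0 past 2-fold and Pgk1 at 0.50.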
